A study of Mus musculus with 39 samples. Its data were reported in "The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model" (2023).

How the data were processed

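Poly(A)-enriched RNA from N2a cells, a mouse neuroblastoma line, was measured in 39 RNA-seq libraries 48 h after transfection with plasmids for RfxCas13d and a crRNA. Per the labels and the study's methods, RNA was extracted with Trizol, libraries were made with a VAHTS mRNA-seq kit and sequenced as paired-end reads. The authors filtered the reads with FastQC and Trim Galore, aligned them to mm10 with Subread and counted them per gene with featureCounts. The authors normalized these counts and deposited FPKM values, which scale fragments by transcript length and by the counted total of the library. Versions of these tools, the gene annotation and the strand setting of the counting are not given in the sources used here. Reads of overlapping or antisense genes and of near-identical copies such as histone genes could therefore not be told apart. The authors identified differentially expressed genes with DESeq2. The deposited tables held FPKM and no counts, so no count model was run here.

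The tables listed 25239 genes for the 30 wild-type (WT) libraries and 25241 rows for the 9 libraries of N2a cells stably expressing tdTomato, where 2 rows were additional. The 12 groups were taken from the labels. The 6 non-targeting (NT) libraries of WT cells carry different experiment sets in their library names. Replicates 1, 2 and 6 (the WT set) were the control of 7 crRNAs, and replicates 3, 4 and 5 (the N set) of Rbfox3 crRNA 5. Library names also carry a series (LDK, LDL or LDM), which entered the fits as a covariate. The 2 tables were never tested against each other. The RfxCas13d transcript was not analysed here.

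For most low genes FPKM values were whole multiples of what 1 read is worth, so reads per library were estimated with exon lengths of the GRCm38 annotation. Lengths were matched for 24366 genes by symbol, 344 by synonym and 126 by their RefSeq span, and 405 had none. Whole reads, within 0.02 reads plus a share of 0.0003 of the reads, were recovered for 90.1% of 4001 low genes in the WT table and 92.3% of 6078 in the tdTomato-line table. These totals and reads described depth and the spread between replicates and served the checks that name reads, and did not enter the main tests. The tdTomato line held fewer reads, and a single read of a microRNA gene was worth several FPKM there. No pair of replicates was identical, and the variance of recovered reads between replicates was 1.70 to 2.33 times their mean in WT cells and 2.02 to 2.72 times in the tdTomato line.

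Genes with a mean FPKM of at least 1 and the targeted genes were tested, which left 11554 genes in WT cells and 11853 in the tdTomato line. A linear model was fitted to log2(FPKM + 0.5) over all libraries of a table in limma 3.58.1 under R 4.3.3, with moderated variances that follow the mean, 2-sided tests and Benjamini-Hochberg adjustment. Fold changes are on this log2(FPKM + 0.5) scale, which understates the change of low genes. A gene counted as changed at an adjusted p under 0.05 with a fold of at least 2, and a single gene or list member rose or fell at an adjusted p under 0.05. Where the mean FPKM of a target was under 0.5, values were given without a call. The tdTomato transcript was also compared by an exact 2-sided permutation test.

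Genes named in the text followed a rule set before the data were examined: the target, the 5 largest changes each way per crRNA and per pair of crRNAs, and the 12 largest each way for the mean of the 7 crRNAs of the WT set and for the mean of both tdTomato crRNAs. A gene had to pass an adjusted p of 0.05 with all crRNA libraries on the same side of all matched NT libraries, and predicted genes were passed over. From each gene list, the 2 members with the largest change at an adjusted p under 0.05 were eligible, and immediate early, histone and ribosomal protein genes could be named with their values at any time. The 25 gene lists were set at the same time. They covered immediate early genes, replication-dependent histones, cytosolic and mitochondrial ribosomal proteins, the nuclear-encoded respiratory chain, mitochondrially encoded mRNAs, p53 targets, ATF4 targets, the unfolded protein response, heat shock proteins, interferon-stimulated genes and NF-kB targets. The others were cholesterol synthesis, G1/S and G2/M genes, neuronal genes, sympathoadrenal identity, the SIK and CREB pathway, ribosome biogenesis, snoRNA host genes, translation factors, proteasome subunits, RNA decay factors, RNAs without a poly(A) tail and markers of other cell types. The mitochondrially encoded list had 0 members in the tables and was not tested. The other 24 were tested in 3 comparisons with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over all 72 tests.

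The spacers of 22 nt, as listed by the study, were matched to GRCm38 transcripts, and transcripts with up to 5 mismatches were searched for as possible other sites. Unchanged groups that share NT libraries were simulated in 50 draws. The fits were tested on simulated data with 50 genes changed by each fold. At a fold of 2 an adjusted p under 0.05 was reached by 98% of them for Sik3 crRNA 8, 100% for Rbfox3 crRNA 5 and the mean of the 7 crRNAs, and 82% for tdTomato crRNA 7, and 0 unchanged data sets gave a changed gene. Alternatives were pseudocounts of 0.1 and 1, no filter or a mean FPKM of at least 5, FPKM rescaled per library, no series term, a replicate block, all 6 NT libraries as a group, the 6 libraries of a comparison alone, LDK libraries alone, and leaving out each replicate. Filters on at least 10 reads and on a length of at least 200 nt were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for matching and plots.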

Results

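The study asked what RfxCas13d, an RNA-guided ribonuclease, does to the transcriptome of mouse N2a cells, a neuroblastoma line, when it is co-transfected with a targeting crRNA instead of a non-targeting (NT) crRNA. Poly(A)-enriched RNA was sequenced 48 h after transfection in 39 libraries. In wild-type (WT) N2a cells, 30 libraries covered 6 NT replicates and 3 replicates of each of 8 crRNAs: Sik3 crRNA 1 and 8, Map2 crRNA 1 and 3, Mapt crRNA 4 and 6, and Rbfox3 crRNA 3 and 5. In N2a cells stably expressing the red fluorescent protein tdTomato, 9 libraries covered NT, tdTomato crRNA 4 and tdTomato crRNA 7, with 3 replicates each. The library names put NT replicates 1, 2 and 6 in an experiment set (the WT set) with 7 of the crRNAs, and NT replicates 3, 4 and 5 in another (the N set) with Rbfox3 crRNA 5. Each crRNA was compared with the NT libraries of its own set. The deposited FPKM values corresponded to an estimated 10405722 to 16874763 counted reads per WT library and 2199738 to 4300019 per tdTomato-line library. Between 15311 and 16630 genes had a value above 0 in the WT libraries, and between 14533 and 15272 in the tdTomato line. The labels do not state that replicates were separate cultures, so every p-value measures only the spread between these samples.

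The targeted genes Sik3, Map2 and Mapt, each measured over all its transcripts, were lower with each of their crRNAs. Sik3 encodes a salt-inducible kinase of the AMPK family, and its level was 7.98 ± 0.921 FPKM (SD, n = 3) in NT cells, 2.18 ± 0.260 FPKM with crRNA 1 and 1.23 ± 0.279 FPKM with crRNA 8, which is 27.3% and 15.5% of NT. The spacers CAAGCACTGCCAGGTGCCACAT and GTCGCTCTGTGAATCAGGCATC match chromosome 9 at 46202074 to 46202095 and 46202652 to 46202673 of GRCm38, in the 3′ UTR of 1 short annotated Sik3 transcript, while FPKM summed all Sik3 transcripts. Map2, which encodes a microtubule-associated protein of dendrites, was at 8.46 ± 0.522 FPKM in NT cells and fell to 2.14 ± 0.0528 FPKM with crRNA 1 (25.4% of NT) and to 1.00 ± 0.106 FPKM with crRNA 3 (11.9%). Its crRNAs ACTCTCAATTTTCACACGTCCA and GAGCATTGTCAAGTGAGCCAAC pair with coding sequence on chromosome 1 at 66438258 to 66438279 and 66438316 to 66438337. Mapt, which encodes the microtubule-associated protein tau, was at 25.7 ± 0.849 FPKM in NT cells, 13.0 ± 0.375 FPKM with crRNA 4 (50.7%) and 6.04 ± 0.510 FPKM with crRNA 6 (23.5%). Both Mapt sites lie in the 3′ UTR of 1 annotated transcript on chromosome 11, at 104329654 to 104329675 for CTTAGATAAAAGAAAAGGCAGA and 104329649 to 104329670 for ATAAAAGAAAAGGCAGAGGTCC, and share 17 nt. In limma the log2 fold changes were −1.66 ± 0.0886 (SE) and −2.30 ± 0.0886 for Sik3, −1.76 ± 0.0710 and −2.57 ± 0.0710 for Map2, and −0.95 ± 0.0586 and −2.01 ± 0.0586 for Mapt, with adjusted p from 5.12e-18 to 2.62e-11. The higher-numbered crRNA left less target in each pair, by a log2 difference of −0.64 for Sik3 (adjusted p = 0.000249), −0.82 for Map2 (6.23e-09) and −1.05 for Mapt (4.03e-11).

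The tdTomato transcript was the most abundant target, at 942 ± 116 FPKM (n = 3) in NT cells. It fell to 154 ± 12.6 FPKM with crRNA 4 and 138 ± 15.4 FPKM with crRNA 7, which is 16.4% and 14.6% of NT (log2 fold changes −2.60 ± 0.107 and −2.77 ± 0.107, adjusted p = 3.32e-06 and 1.79e-06 in limma). An exact two-sided permutation test gave p = 0.1 for each, the smallest that 3 against 3 libraries allow. The difference in tdTomato between the 2 crRNAs did not pass the threshold (log2 difference −0.17 ± 0.107, adjusted p = 0.536 in limma). Rbfox3, which encodes the neuronal splicing regulator NeuN, was close to 0 in these WT groups: 0.0103 ± 0.00896 FPKM in NT of the WT set against 0.0697 ± 0.0579 with crRNA 3, and 0.0323 ± 0.0325 in NT of the N set against 0.0468 ± 0.0357 with crRNA 5. A single read of Rbfox3 was worth 0.0120 to 0.0195 FPKM in the WT libraries, so no knockdown could be measured at this depth. Its crRNA 3 (GCCTCCATAAATCTCAGCACCA) spans an exon junction of the coding sequence between 118495277 and 118496366 on chromosome 11, and crRNA 5 (AAATCCATCCTGATACACGACC) lies in the preceding coding exon at 118496369 to 118496390. The NT spacer and the tdTomato spacers match no annotated mouse transcript in full.

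**Figure D1:**
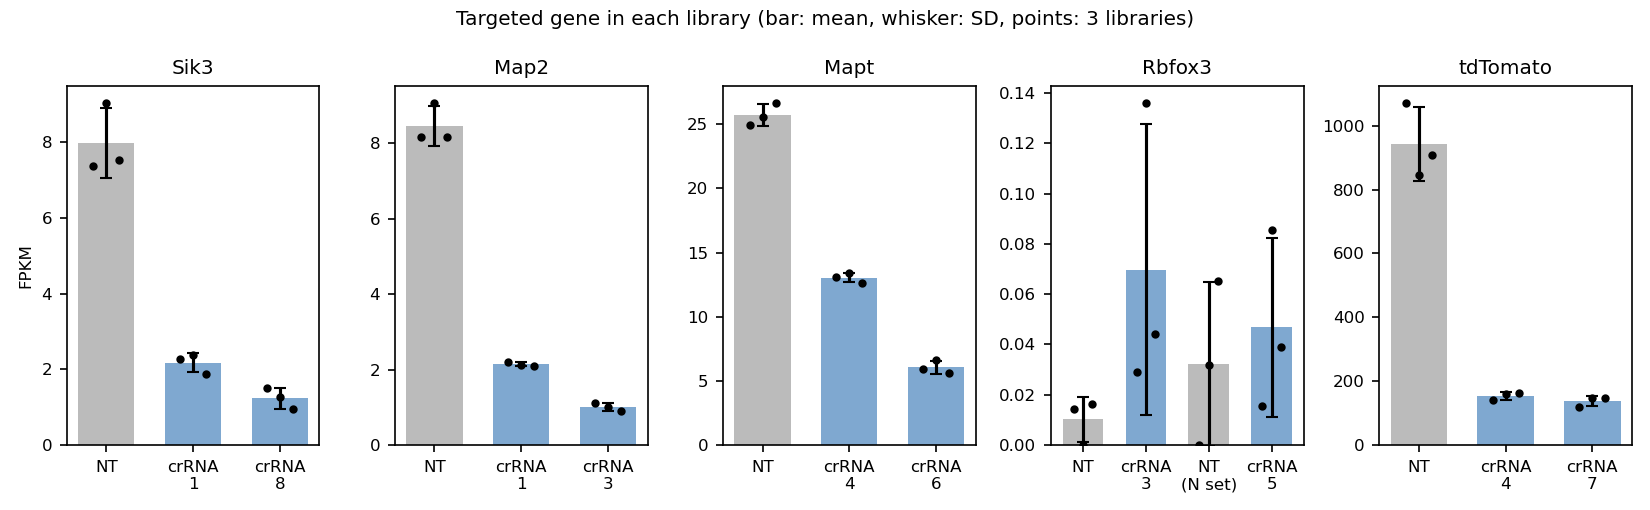
Bars give the mean FPKM of each targeted gene with NT crRNA (grey) and with its 2 crRNAs (blue), whiskers the SD and points the 3 libraries; each panel has its own linear axis from 0. Every crRNA library of Sik3, Map2, Mapt and tdTomato lies below every NT library, and no WT library exceeds 0.136 FPKM for Rbfox3.

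Each crRNA changed between 69 and 173 genes against its NT libraries, counting adjusted p under 0.05 in limma with at least a 2-fold change. These counts depended on the settings: they ran from 28 to 113 with a mean FPKM of at least 5, reached 321 with Map2 crRNA 1 against all 6 NT libraries and 264 with a pseudocount of 0.1. They were 99 and 85 for the tdTomato crRNAs without the series term. Genes that fell were in the majority with Sik3 crRNA 1 (20 rose, 84 fell), Sik3 crRNA 8 (44 and 82), Map2 crRNA 1 (30 and 143) and Mapt crRNA 4 (27 and 52). Genes that rose were in the majority with Map2 crRNA 3 (53 rose, 39 fell), Mapt crRNA 6 (60 and 39), Rbfox3 crRNA 3 (115 and 28), Rbfox3 crRNA 5 (58 and 11), tdTomato crRNA 4 (146 and 13) and tdTomato crRNA 7 (122 and 40). Histone genes made up 37 of the 115 genes that rose with Rbfox3 crRNA 3, 21 of 53 with Map2 crRNA 3, 21 of 60 with Mapt crRNA 6 and 24 of 146 with tdTomato crRNA 4, but 0 of 30 with Map2 crRNA 1. Interferon-stimulated genes made up 8 of the 143 genes that fell with Map2 crRNA 1. MicroRNA and small nucleolar RNA (snoRNA) genes, such as Mir6960 with Sik3 crRNA 1 (5.15 ± 1.91 FPKM against 0 in all 3 NT libraries), were common among the largest fold changes, and there 1 read is worth about 1.16 FPKM. Without the 2-fold criterion 2973 to 5745 of 11554 genes passed in WT cells, and 1273 and 2130 of 11853 in the tdTomato line. The 2 NT sets of WT cells, with the same crRNA, differed from each other in 130 genes with the 2-fold criterion and in 5358 without it. Counts of this size therefore do not by themselves show an effect of a targeting crRNA. With rescaled FPKM the share of changed genes that rose moved from 75.3% to 89.1% for tdTomato crRNA 7, whose median over all genes shifted from −0.13 to −0.01.

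**Figure D2:**
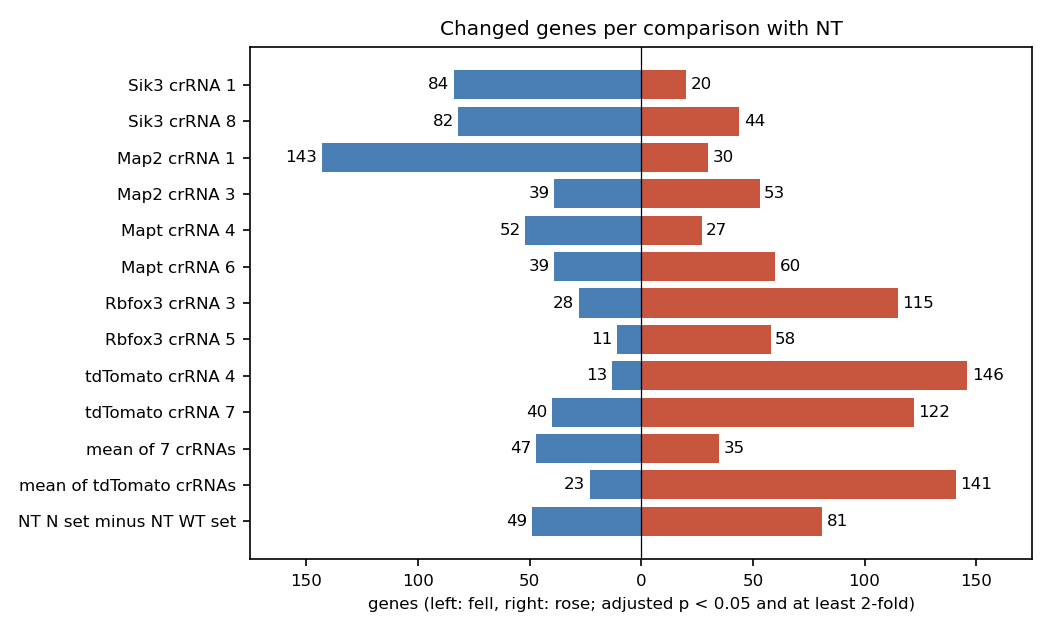
The horizontal axis counts genes at adjusted p under 0.05 with at least a 2-fold change, with genes that fell to the left in blue and genes that rose to the right in red, for each comparison named on the vertical axis. Falling genes reach 143 with Map2 crRNA 1, and rising genes reach 146 with tdTomato crRNA 4.

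To see what crRNAs with different spacers share, the mean of the 7 crRNAs of the WT set (21 libraries) was set against NT (3 libraries). In total 82 genes changed, 35 up and 47 down, and 29 with a mean FPKM of at least 5 or 52 with a pseudocount of 1. Histone genes made up 11 of the 35 genes that rose. The histone H4 gene H4c14 rose from 7.86 ± 1.64 to 39.4 ± 23.3 FPKM (log2 fold change 2.01), the snoRNA Snord104 from 62.9 ± 15.8 to 241 ± 118 FPKM (1.78) and the snoRNA host transcript Snhg10 from 6.61 ± 0.664 to 16.5 ± 5.47 FPKM (1.19). Dlat, the acetyltransferase subunit of pyruvate dehydrogenase, rose from 15.9 ± 0.672 to 32.6 ± 2.70 FPKM (1.01), and Surf1, an assembly factor of cytochrome c oxidase, from 14.2 ± 0.154 to 30.1 ± 3.29 FPKM (1.05). H4c2, H4c9, Tmem242, Snord42b, Tmem158, the G-protein regulator Rgs4 and F8a completed the 12 named genes that rose, with log2 fold changes from 0.99 to 1.74. Interferon-stimulated genes made up 5 of the 47 genes that fell. Oasl1, an interferon-induced relative of the oligoadenylate synthetases, fell from 16.5 ± 0.841 to 4.08 ± 1.40 FPKM (−1.96), and Rsad2, which encodes viperin, from 7.58 ± 0.360 to 1.86 ± 0.431 FPKM (−1.80). The interleukin gene Il17f fell from 4.97 ± 0.905 to 0.715 ± 0.382 FPKM (−2.23) and Pygm, the muscle glycogen phosphorylase, from 7.64 ± 0.337 to 1.64 ± 0.406 FPKM (−1.95). Rhox6, an X-linked homeobox gene, the galectin gene Lgals3, Il17c, Atp6v1e2, Tmem236, Ly6g6c, Vpreb3 and Colec11 also fell, with log2 fold changes from −2.29 to −1.56. For all 24 of these genes the 21 crRNA libraries lay on the same side of the 3 NT libraries, and adjusted p in limma was at most 9.28e-06. The SD over the 21 libraries includes differences between crRNAs. Many histone genes are near-identical copies, so the value of a single histone gene is uncertain.

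The gene lists were set for these cells and this treatment, and those of histones, ribosomal proteins and immediate early genes (IEGs) followed themes the study raised, so they are not independent evidence of direction. Of 44 replication-dependent histone genes, which package newly made DNA, 30 rose, 0 fell and 14 did not pass in the mean of the 7 crRNAs (median log2 fold change 0.72, adjusted p = 4.05e-06). With Map2 crRNA 1 alone 6 rose and 6 fell. Of 23 interferon-stimulated genes, 1 rose and 15 fell (median −0.31, adjusted p = 8.75e-07), with Oasl1 and Rsad2 in front, and 18 fell when adjusted over the list alone. Ribosome biogenesis genes fell, with 20 of 29 lower and 2 higher (adjusted p = 1.01e-07): Ubtf, a factor for rRNA gene transcription, was at 26.6 ± 4.53 against 41.3 ± 1.15 FPKM and the snoRNP protein gene Nhp2 at 115 ± 14.8 against 159 ± 8.02 FPKM. Among 24 G1/S genes 12 fell and 2 rose (adjusted p = 0.00101; 13 fell adjusted over the list alone), including the replicative helicase gene Mcm7 (64.3 ± 5.51 against 87.7 ± 3.16 FPKM) and the licensing factor gene Cdc6 (16.7 ± 2.26 against 22.1 ± 0.639 FPKM). Cholesterol synthesis genes went up, 13 of 24 against 2 that fell (adjusted p = 0.00628), for example Ebp, a sterol isomerase gene (10.7 ± 1.16 against 6.56 ± 0.944 FPKM). That rise was not shared by every crRNA: 13 to 18 of the 24 rose with Sik3 crRNA 1 and 8, Map2 crRNA 1 and Mapt crRNA 4, but with Map2 crRNA 3 14 fell and 2 rose (median −0.21). With Mapt crRNA 6 5 rose and 5 fell (0.01). These 5 calls held with an estimated correlation, at adjusted p from 0.00034 to 0.0282.

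A further 5 lists were called lower in the 7 crRNAs with the preset correlation only. Proteasome subunits fell in 22 of 37 and rose in 0 (Psmb10 16.6 ± 2.35 against 23.9 ± 1.83 FPKM; adjusted p = 1.06e-06, and 0.268 with an estimated correlation). Translation factors fell in 25 of 51 and rose in 6 (Eif6 82.8 ± 8.05 against 113 ± 3.52 FPKM; adjusted p = 0.000207, and 0.175 with an estimated correlation). Respiratory chain genes fell in 31 of 72 and rose in 6 (Atp5g1 14.2 ± 1.69 against 19.9 ± 1.42 FPKM; adjusted p = 0.000303, and 0.694 with an estimated correlation). Mitochondrial ribosomal proteins fell in 29 of 77 and rose in 10 (Mrpl12 94.7 ± 11.4 against 149 ± 10.7 FPKM; adjusted p = 0.00287, and 0.637 with an estimated correlation). G2/M genes fell in 12 of 26 and rose in 5 (adjusted p = 0.0352, and 0.0859 with an estimated correlation): Kif20a, a mitotic kinesin, fell and Top2a, the DNA topoisomerase of dividing cells, rose (277 ± 27.7 against 190 ± 6.53 FPKM). IEGs went both ways, with 13 up and 14 down of 38 (adjusted p = 0.512), the matricellular gene Ccn1 being higher (6.00 ± 0.699 against 2.80 ± 0.440 FPKM) and Fosb lower (4.68 ± 0.734 against 8.67 ± 0.294 FPKM). The remaining lists were not called: cytosolic ribosomal proteins (20 up, 24 down of 82, adjusted p = 0.436), ATF4 targets (7 and 7 of 28, 0.72), p53 targets (6 and 5 of 16, 0.834), unfolded protein response (9 and 5 of 20, 0.873), heat shock proteins (4 and 2 of 14, 0.842), NF-kB targets (3 and 0 of 12, 0.621) and neuronal genes (11 and 7 of 23, 0.76). The same held for sympathoadrenal identity (3 and 4 of 10, 0.66), the SIK and CREB pathway (7 and 1 of 17, 0.512), snoRNA host genes (8 and 3 of 16, 0.61), RNA decay factors (6 and 12 of 44, 0.329), RNAs without a poly(A) tail (20 and 7 of 105, 0.512; 13 and 6 adjusted over the list alone) and markers of other cell types (0 and 0 of 5, 0.658). Ribosomal proteins, p53 targets, ATF4 targets, sympathoadrenal genes and RNA decay factors had a median, mean and test that differed in sign.

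Rbfox3 crRNA 5 was compared with its own NT libraries in the N set, which makes it a check of the shared response with separate controls. Here 58 genes rose and 11 fell. Snord104 rose from 57.6 ± 3.78 to 246 ± 29.6 FPKM (log2 fold change 2.08, adjusted p = 2.52e-10) and Snora78 from 4.29 ± 1.81 to 22.9 ± 8.80 FPKM (2.30), while Il17f fell from 15.04 ± 0.645 to 5.38 ± 0.799 FPKM (−1.41, adjusted p = 0.000157), Il17c from 9.31 ± 0.521 to 3.60 ± 0.305 FPKM (−1.26) and the calcium-binding protein gene S100a7a from 5.55 ± 1.02 to 2.05 ± 0.191 FPKM (−1.23). Mir6909, Snora62 and Snord1b were the other leading genes that rose, and Mir378a and Mir195b that fell. Histone genes rose in 22 of 44 and fell in 0 (median 0.70, adjusted p = 2.41e-08; 24 adjusted over the list alone), with H4c9 at 23.9 ± 3.58 against 6.78 ± 1.96 FPKM. IEGs rose in 15 of 38 and fell in 6 (adjusted p = 0.00628; 17 and 7 adjusted over the list alone): the stress gene Gadd45b went from 60.5 ± 5.06 to 114 ± 1.21 FPKM and Ier5 from 15.2 ± 0.475 to 25.5 ± 1.32 FPKM. Neither list is independent evidence, as both followed the study. Cholesterol synthesis genes fell in 12 of 24 and rose in 0 (adjusted p = 2.07e-06; 13 fell adjusted over the list alone), among them the sterol sensor gene Insig1 (40.8 ± 1.11 against 65.3 ± 2.25 FPKM) and the squalene synthase gene Fdft1. Interferon-stimulated genes fell in 9 of 23 and rose in 1 (0.0052), G1/S genes fell in 10 of 24 and rose in 1 (0.00287), and ATF4 targets of the integrated stress response fell in 12 of 28 and rose in 3 (0.00272), with the stress factor gene Ddit3 lower (222 ± 6.91 against 342 ± 23.6 FPKM) and Cebpb higher. RNAs without a poly(A) tail rose in 21 of 105 and fell in 0 (adjusted p = 7.4e-06). Adjusted over the list alone, 10 interferon-stimulated genes, 13 G1/S genes and 14 ATF4 targets fell, and 20 RNAs without a poly(A) tail rose. These 7 calls held with an estimated correlation, at adjusted p from 0.000366 to 0.0343.

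Another 4 lists were called higher with Rbfox3 crRNA 5 with the preset correlation only. Cytosolic ribosomal proteins, a list from the study and so not independent evidence, rose in 41 of 82 and fell in 2 (Rps18 102 ± 4.91 against 44.0 ± 2.05 FPKM; adjusted p = 1.45e-10, and 0.251 with an estimated correlation), and snoRNA host genes rose in 12 of 16 (Snhg20 82.9 ± 0.796 against 35.7 ± 6.73 FPKM; adjusted p = 2.41e-08, and 0.0716 with an estimated correlation). Heat shock proteins rose in 8 of 14 (Hsph1 90.9 ± 1.66 against 72.8 ± 1.88 FPKM; adjusted p = 0.000745, and 0.0579 with an estimated correlation), and the respiratory chain rose in 15 of 72 and fell in 3 (adjusted p = 0.0106, and 0.782 with an estimated correlation). Across genes, which are not independent replicates, log2 fold changes went with transcript length at a Spearman's rho of −0.11. With that trend removed, the median of cytosolic ribosomal proteins went from 0.26 to 0.17 and that of the respiratory chain from 0.10 to −0.01. The other 13 lists were not called, at adjusted p from 0.269 for translation factors (5 up, 13 down of 51) to 0.971 for sympathoadrenal genes (2 up, 3 down of 10). Adjusted over the list alone, 44 ribosomal proteins, 13 snoRNA host genes, 9 heat shock proteins and 16 respiratory chain genes rose. Of the markers of other cell types 1 of 5 fell, Pecam1 of endothelium (2.49 ± 0.345 against 4.01 ± 0.409 FPKM). Mitochondrial ribosomal proteins, sympathoadrenal genes, translation factors, RNA decay factors and other cell types had a median, mean and test that differed in sign.

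In the tdTomato line the mean of crRNA 4 and 7 (6 libraries) was compared with NT (3 libraries), and 141 genes rose while 23 fell. Snord104 went from 28.0 ± 8.00 to 231 ± 34.5 FPKM (log2 fold change 3.05, adjusted p = 1.84e-05), and the snoRNA host transcripts Snhg10 and Snhg20 from 7.27 ± 1.95 to 29.2 ± 3.30 FPKM (1.96) and from 25.9 ± 4.75 to 98.4 ± 10.5 FPKM (1.92). Trmt112, a subunit that activates several methyltransferases, rose from 3.55 ± 1.62 to 14.9 ± 3.99 FPKM (1.97), and F8a from 1.58 ± 0.405 to 7.05 ± 1.61 FPKM (1.85). Snora78, Snora62, Snord42b, Mir7079, Mir7045 and the histone genes Hist1h2bp and H2ac4 were the other named genes that rose. Besides tdTomato itself (−2.68), the genes that fell included Hsd17b1, a steroid dehydrogenase gene (0.526 ± 0.445 against 1.96 ± 0.869 FPKM), the cytokine gene Flt3l (1.49 ± 0.968 against 4.19 ± 2.18 FPKM), Il17f (3.28 ± 1.51 against 7.64 ± 0.556 FPKM, −1.20) and Rsad2 (1.30 ± 0.389 against 3.12 ± 0.919 FPKM, −1.01). Mir7036b, Rhox3g, Eldr, Cers3, Shbg, Snx24 and Omp also fell. These libraries held fewer reads than those of WT cells, and a read of a microRNA gene such as Mir7036b was worth 4.74 FPKM.

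In the tdTomato line, cytosolic ribosomal proteins rose in 60 of 84 and fell in 1 (median 0.42, adjusted p = 2.95e-35; 69 adjusted over the list alone), with Rpl36a at 110 ± 14.1 against 35.6 ± 9.27 FPKM and Rps29 at 35.6 ± 11.4 against 11.6 ± 3.79 FPKM. Histone genes rose in 22 of 52 and fell in 0 (median 0.84, adjusted p = 2.82e-14; 24 adjusted over the list alone). Both lists followed the study and are not independent evidence. Host genes of snoRNAs rose in 11 of 16 and fell in 0 (adjusted p = 1.06e-13; 14 adjusted over the list alone). These 3 calls held with an estimated correlation, at adjusted p of 0.0117, 0.00189 and 0.0115. The respiratory chain rose in 39 of 73 and fell in 0 (Ndufa5 85.7 ± 17.6 against 47.3 ± 15.5 FPKM; adjusted p = 4.87e-21, and 0.128 with an estimated correlation). IEGs rose in 13 of 39 and fell in 2 (adjusted p = 2.07e-06, and 0.0716 with an estimated correlation; not independent evidence), with Gadd45b at 88.9 ± 15.4 against 37.6 ± 0.280 FPKM and the AP-1 gene Junb at 108 ± 20.2 against 59.5 ± 10.3 FPKM. RNAs without a poly(A) tail rose in 19 of 103 and fell in 2 (adjusted p = 1.03e-05, and 0.0716 with an estimated correlation). Mitochondrial ribosomal proteins rose in 15 of 77 and fell in 4 (0.00526, and an adjusted p of 0.591 with an estimated correlation), and sympathoadrenal genes rose in 2 of 10, Phox2a and Chgb (0.00654, and an adjusted p of 0.175 with an estimated correlation). ATF4 targets rose in 8 of 28 and fell in 3 (0.0212, and an adjusted p of 0.495 with an estimated correlation), with Cebpb at 44.1 ± 2.27 against 16.8 ± 1.78 FPKM. G2/M genes fell in 3 of 26 (0.0123, and an adjusted p of 0.572 with an estimated correlation). Adjusted over the list alone, 47 respiratory chain genes, 15 IEGs and 17 mitochondrial ribosomal proteins rose. Across genes, which are not independent replicates, log2 fold changes went with transcript length in this line (Spearman's rho −0.43), and with that trend removed the medians were 0.30 for cytosolic ribosomal proteins, against 0.42 before, and 0.13 for the respiratory chain, against 0.30. The other 14 lists were not called, at adjusted p from 0.0508 for p53 targets (5 up, 2 down of 18) to 0.897 for cholesterol synthesis (0 up, 1 down of 24). Interferon-stimulated genes (0 up, 4 down of 21, adjusted p = 0.212) and ribosome biogenesis genes (4 up, 10 down of 29, 0.392) were among them. The unfolded protein response, neuronal genes and translation factors had a median, mean and test that differed in sign.

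**Figure D3:**
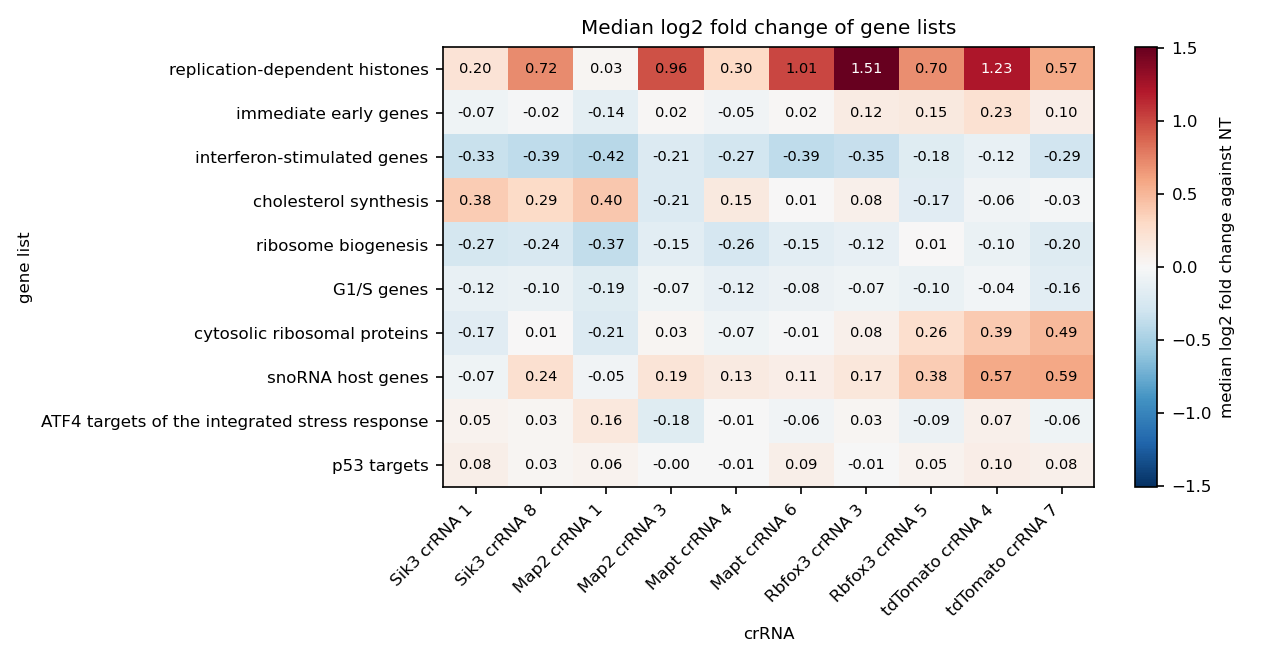
Each cell gives the median log2 fold change of a gene list (vertical axis) for 1 crRNA against its NT libraries (horizontal axis), with red above and blue below 0. Histone genes range from 0.03 with Map2 crRNA 1 to 1.51 with Rbfox3 crRNA 3, and interferon-stimulated genes are below 0 with all 10 crRNAs.

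The crRNAs of a target were also compared with each other, which asks how far the response depends on the spacer. Map2 crRNA 3 changed 114 genes against crRNA 1, 99 up and 15 down, including 27 histone genes among those that rose. F12, the gene of coagulation factor XII, rose from 59.9 ± 13.9 to 224 ± 49.4 FPKM (log2 difference 1.90, adjusted p = 6.88e-07), Vaultrc5, a vault RNA, from 2.85 ± 2.06 to 16.3 ± 1.30 FPKM (2.52), and Mir6941 fell from 18.8 ± 2.42 to 2.33 ± 1.15 FPKM (−2.85). Mapt crRNA 6 changed 16 genes against crRNA 4, with 9 histone genes among the 14 that rose, for example H4c14 (51.7 ± 1.10 against 13.8 ± 3.58 FPKM, adjusted p = 7.94e-09). Besides Mapt itself, Rnu73b, a small RNA gene, was in the group that fell (15.6 ± 7.16 against 33.4 ± 3.58 FPKM). Sik3 crRNA 8 changed 12 genes against crRNA 1, with 0 that fell in limma and 1890 genes at an unadjusted p under 0.05 in either direction. The 12 that rose included Snord104 (266 ± 28.1 against 104 ± 6.86 FPKM), H4c1 (11.3 ± 0.363 against 4.10 ± 0.185 FPKM) and Tmsb4x, the thymosin gene (18.5 ± 11.9 against 4.64 ± 0.875 FPKM). In the tdTomato line 0 genes rose and 3 fell with crRNA 7 against crRNA 4, with 1540 at an unadjusted p under 0.05 in limma: Mir7663 and the histone genes H2ac20 (26.7 ± 2.87 against 96.0 ± 20.2 FPKM, adjusted p = 0.0217) and H4c11 (41.3 ± 11.1 against 92.1 ± 17.7 FPKM, 0.011). The small counts rested on single libraries: without Sik3 crRNA 8 replicate 1 the Sik3 count was 7, without Mapt crRNA 4 replicate 1 or Mapt crRNA 6 replicate 1 the Mapt count was 10 each, and without tdTomato crRNA 4 replicate 2 or 3 or crRNA 7 replicate 2 or 3 the tdTomato count was 0, 1, 6 and 9.

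Comparisons with separate NT libraries shared genes. The log2 fold changes of the 7 crRNAs and of Rbfox3 crRNA 5 correlated across 11554 genes with Pearson's r of 0.415 (Spearman's rho 0.408), those of Rbfox3 crRNA 5 and the tdTomato crRNAs with 0.453 (0.385), and those of the 7 crRNAs and the tdTomato crRNAs with 0.179 (0.0914). Genes are not independent replicates, so no p is given for these 3 correlations. The NT libraries were separate, but all received the same NT spacer. Log2 fold changes also went with transcript length, at a Spearman's rho of −0.11 for Rbfox3 crRNA 5, −0.43 for the tdTomato crRNAs and 0.10 for the 7 crRNAs. These trends were not removed from the correlations or from the shared genes below. Rbfox3 crRNA 5 and the tdTomato crRNAs shared 32 genes that rose, where independent lists would share 0.593, among them H4c14, H4c9, Snhg10, Snhg20, Snord104 and Pomc, the precursor gene of pituitary peptides. The 7 crRNAs shared 14 genes that rose with Rbfox3 crRNA 5 (0.176 if independent) and 14 with the tdTomato crRNAs (0.362). Il17f was in all 3 groups that fell, where these pairs shared 4 genes (0.0447 if independent), 2 (0.0719) and 1 (0.0107). Within the WT set, 18 genes fell and 1 rose with each of the 7 crRNAs (9.17e-13 and 1.1e-13 if independent, not simulated for shared NT libraries). They included Oasl1, Rsad2, Ifit1 and Gbp3, which are induced by interferon, Cdo1, a cysteine dioxygenase gene, the oocyte growth factor gene Gdf9, and Tmem242, which rose. These 7 comparisons share 3 NT libraries, which cannot be split, and part of the excess may come from them: the 21 pairs of crRNAs correlated at 0.534 to 0.870 with covariances of 0.0585 to 0.107, where simulated unchanged groups gave 0.499 and 0.0120. In the tdTomato line the crRNA pair correlated at 0.698 with a covariance of 0.134, against a simulated 0.499 and 0.0442. The simulated groups held only the spread within groups and no deviation of a whole group, while the 2 NT sets differed in 130 genes. The simulation therefore cannot tell a shared response from a deviation of the shared NT group.

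The 2 sets of NT libraries received the same crRNA and still differed. Of 11554 genes, 130 changed, 81 higher and 49 lower in the N set. Without the 2-fold criterion 5358 genes passed an adjusted p of 0.05 in limma. Prr9, a proline-rich protein gene, was at 2.32 ± 0.194 against 12.04 ± 1.51 FPKM (log2 difference −2.19, adjusted p = 4.65e-12), the chemokine genes Ccl2 and Ccl5 at 2.02 ± 0.921 against 7.17 ± 0.870 FPKM and at 0.506 ± 0.0755 against 2.75 ± 0.977 FPKM, and the selectin gene Sele at 0.314 ± 0.0359 against 2.59 ± 0.404 FPKM. Mir8116 and Mir25 were higher in the N set. These genes were chosen after their values were seen. With rescaled FPKM the share that was higher went from 62.3% to 50%.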

Values the study reported

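The study called a gene differentially expressed at P adj < 0.05 with a fold of at least 2. Between RfxCas13d and its catalytically dead form, each with a crRNA, it reported 194 to 1179 such genes in N2a cells. Among the genes common to the comparisons with targeting crRNAs, it reported nucleosome and ribosome genes as upregulated. It also reported 509 genes shared by its comparisons in HEK293T-RfxCas13d cells. These counts come from other libraries and other contrasts than those described above, and so are not the same measure. For N2a cells with RfxCas13d and a targeting crRNA, the study described the targets, Rbfox3 among them, as knocked down and most other genes as unchanged. In the values analysed here no knockdown of Rbfox3 could be measured. The study itself found NeuN too weakly expressed in N2a cells to test these crRNAs there. It tested them on NeuN protein expressed from a plasmid in HEK293T cells, and also reported lower NeuN protein in mouse brain.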

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

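The carry-over and S-phase tests, the comparison of the 47 lower genes with other NT libraries, and the setting of the Rbfox3 counts and histone medians against simulated comparisons or the NT sets were chosen after the results they bear on had been seen. Each interval given below in brackets after a median is a bootstrap interval that resamples the genes of a list. Genes are not independent replicates, and these intervals hold no spread between libraries or crRNAs, so they may be too narrow. Where an explanation is argued against by such an interval, that spread was not part of the test.

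Mapt in NT replicate 3 of WT cells was at 19.7 FPKM, far from the other 5 NT libraries (median of all 6 was 24.7 FPKM, highest 26.6 FPKM). The 6 libraries join both NT sets, 6 measures were looked at, and chance picks out about 1 in 20 groups. Several gene lists responded differently to Rbfox3 crRNA 5 and to the mean of the 7 crRNAs, each against its own NT libraries, in a test of the difference with camera of limma. The median difference in log2 fold change was 0.16 for immediate early genes (adjusted p = 8.42e-05, and 0.00421 with an estimated correlation) and 0.16 for interferon-stimulated genes (0.00124 and 0.00624). It was −0.35 for cholesterol synthesis (4.5e-12 and 5.34e-06), 0.23 for ribosome biogenesis (4.5e-12 and 4.29e-06) and 0.49 for RNAs without a poly(A) tail (0.00219 and 0.012). Histone genes showed a difference of −0.03 (adjusted p = 0.832). As the NT sets themselves differed in 130 genes, the difference between sets and the difference between spacers stay confounded here.

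Replication-dependent histone genes rose against NT in all 3 sets of libraries. A length trend as the whole cause is argued against in the 7 crRNAs, where the histone median was 0.61 (95% bootstrap interval 0.46 to 0.78) with the trend removed and 0.72 before, but it stays open for Rbfox3 crRNA 5 at 0.45 (0.31 to 0.54) and in the tdTomato line at 0.52 (0.23 to 0.87). Carry-over of RNAs without a poly(A) tail stays open in all 3 sets. Such RNAs with a mean FPKM of at least 5, snoRNAs included, had medians of 0.29 (0.16 to 0.41) in the 7 crRNAs, 0.51 (0.33 to 0.71) for Rbfox3 crRNA 5 and 0.72 (0.33 to 0.99) in the tdTomato line. Without Snord and Snora symbols, Rnu73b and Lars2, 6 of them remained: Rmrp, Rpph1, Rn45s, Rnu11, Rnu12 and Scarna9. These 6 had medians of −0.38 (−0.63 to 0.16), 0.27 (−0.43 to 0.90) and 0.89 (−0.19 to 2.41). More cells entering S phase would raise G1/S genes. That is argued against by medians of −0.11 (−0.20 to −0.02) in the 7 crRNAs and −0.10 (−0.16 to −0.04) for Rbfox3 crRNA 5. It stays open in the tdTomato line at −0.15 (−0.23 to −0.01). There the median over all genes was −0.10 and the list was not called (adjusted p = 0.351 with camera). More cells within S phase, past G1/S, were not tested. A change in the making, tailing or decay of histone mRNA may underlie the pattern and was not tested.

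The same genes were lower than NT in the 7 crRNAs of the WT set, with 47 genes that fell in their mean. A single aberrant NT library is argued against, because even the lowest NT library lay above the crRNA libraries by a median log2 difference of 1.06 (1.00 to 1.28). The genes were chosen as lower against these same NT libraries, which favours such a value, though the choice did not require it of each library. Leaving out each library in turn gave 79 to 87 changed genes in both directions together. The genes held a median of 113 reads per NT library (quartiles 46.8 and 252). That number says little on too few reads, because the genes had passed the filter on mean FPKM and were chosen as higher in NT. A chance deviation of these NT libraries as the whole cause is argued against by comparisons with other NT libraries, where the median of these genes was −0.57 (−0.74 to −0.45) for Rbfox3 crRNA 5, with 31 of 47 fallen against 13.1% of all genes, and −0.39 (−0.55 to −0.23) in the tdTomato line, where the median over all genes was −0.10, 35 of 47 were lower against 62.2% of all genes and 9 fell against 11.3%. With 1 NT spacer in the design, an effect of the NT spacer that raises these genes cannot be told apart from an effect of the targeting crRNAs. A biological response to targeting crRNAs therefore stays a hypothesis.

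Rbfox3 crRNAs changed many genes although Rbfox3 was listed near 0. With crRNA 3 the histone median was 1.51 (1.37 to 1.71) with 40 of 44 higher, where the NT sets differed by −0.21 (−0.41 to 0.01). For this rise a need for abundant Rbfox3 RNA is argued against, but not a need for another abundant RNA bound by this spacer. Carry-over was not tested for this crRNA alone. A need for abundant Rbfox3 RNA stays open for histone genes with crRNA 5, at 0.70 (0.53 to 0.78). It also stays open for the number of genes, 143 with crRNA 3 and 69 with crRNA 5. Simulated comparisons without changed genes gave 0 there, but the NT sets, with the same crRNA, differed in 130. Sites with few mismatches in other transcripts stay open too: 0% of the changed genes held a site with 5 or fewer mismatches (0 of 104 searched for crRNA 3 and 0 of 55 for crRNA 5), but that share was a poor bound, because 115 of the 143 and 58 of the 69 genes rose, and cutting of a few transcripts could change others that hold no site. An effect of the spacers without cleavage may remain and was not tested, since no library here held a catalytically dead enzyme. In other N2a libraries with the dead enzyme, the study reported few or no differentially expressed genes between NT and targeting crRNAs. It took this to mean that a crRNA by itself has little effect.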

How the results depend on the processing

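The filters on reads and on length were chosen after seeing the data. No result reversed under any alternative run, and every called target kept its call. Where a count moved by over 1.5 times, the cause was not tested, except that a mean FPKM of at least 5 tests fewer genes and leaving out libraries leaves fewer samples. With a pseudocount of 0.1 the counts of changed genes were 169 (Sik3 crRNA 1), 202 (Sik3 crRNA 8), 264 (Map2 crRNA 1), 202 (N set minus WT set NT) and 184 (Map2 crRNA 3 minus 1). With a pseudocount of 1 they were 68 (Sik3 crRNA 1), 109 (Map2 crRNA 1), 61 (Map2 crRNA 3), 47 (Mapt crRNA 4), 52 (mean of 7) and 83 (N set minus WT set NT). With a mean FPKM of at least 5 they were 43 and 50 (Sik3 crRNA 1 and 8), 67 and 29 (Map2 crRNA 1 and 3), 29 and 28 (Mapt crRNA 4 and 6), 51 and 38 (Rbfox3 crRNA 3 and 5), 101 (tdTomato crRNA 7), 29 (mean of 7), 105 (mean of tdTomato crRNAs), 60 (N set minus WT set NT), 60 (Map2 crRNA 3 minus 1) and 8 (Mapt crRNA 6 minus 4). Without the series term they were 99 and 85 (tdTomato crRNA 4 and 7), 7 (Sik3 crRNA 8 minus 1) and 1 (tdTomato crRNA 7 minus 4). Against all 6 NT libraries they were 209 and 242 (Sik3 crRNA 1 and 8), 321 (Map2 crRNA 1) and 142 (Mapt crRNA 4). The count for tdTomato crRNA 7 minus 4 was 7 with LDK libraries alone and 5 in a fit over its 6 libraries alone, and that for Sik3 crRNA 8 minus 1 was 6 with a length of at least 200 nt. With an estimated correlation 5, 7 and 3 lists were called in place of 10, 11 and 10. With a mean FPKM of at least 5 the correlations across genes with Rbfox3 crRNA 5 were 0.475 (mean of 7) and 0.553 (tdTomato crRNAs), and without the called genes that of the mean of 7 and the tdTomato crRNAs was 0.0970.

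Leaving out each replicate gave 7 to 12 genes for Sik3 crRNA 8 minus 1 (lowest without Sik3 crRNA 8 replicate 1), 10 to 15 for Mapt crRNA 6 minus 4 (lowest without Mapt crRNA 4 replicate 1, and equally without Mapt crRNA 6 replicate 1) and 0 to 9 for tdTomato crRNA 7 minus 4 (lowest without tdTomato crRNA 4 replicate 2, highest without tdTomato crRNA 7 replicate 3), and moved no other count by over 1.5 times. Of 3237 values of named genes without a replicate, 294 were no longer past the threshold and 0 reversed. Same-numbered libraries did not all deviate together, so the numbers were not taken as pairs. Above 0.1 were 3 and 5 of 28 pairs for numbers 1 and 2 of the LDK series and 24 of 28 for the LDL libraries without a number, and 0 of 1 for each of the 3 numbers of the N set. In the tdTomato line they were 2, 1 and 3 of 3 for LDK 1, LDK 2 and LDM, and the LDL and LDM blocks are also a library series. Best with their own number were 13, 12 and 27 of 28, and 2, 3 and 3 of 3. With a replicate block in place of the series no count moved by over 1.5 times (154 for N set minus WT set NT, 151 for tdTomato crRNA 4). LDK libraries alone gave no value for the comparisons of the N set. Of genes simulated at a fold of 1.5, 32% were found for tdTomato crRNA 7, in a line with fewer reads and fewer libraries (5 residual degrees of freedom against 19 in WT cells), and depth was not tested apart from these.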

Other observations

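The gene lists were also tested between the crRNAs of a target, which was chosen after seeing the data, with camera of limma and adjustment over 96 tests. Histone genes were higher with Map2 crRNA 3 than with crRNA 1 in 36 of 44 (median log2 difference 1.12, adjusted p = 5.69e-11), with Mapt crRNA 6 than with crRNA 4 in 16 of 44 (0.68, 1.88e-15) and with Sik3 crRNA 8 than with crRNA 1 in 5 of 44 (0.47, 1.47e-12; 16 adjusted over the list alone). In these 3 pairs the crRNA with less remaining target had the higher histone genes. Histone genes also rose where no knockdown could be measured, with medians against NT of 1.51 for Rbfox3 crRNA 3 and 0.70 for Rbfox3 crRNA 5. For Sik3, RNAs without a poly(A) tail were also higher with crRNA 8, in 9 of 105 (median 0.43, adjusted p = 1.67e-09). For Map2, where histone genes differed most, that list was not called (median 0.22, adjusted p = 0.563 with camera). In the tdTomato line histone genes were lower with crRNA 7 (median −0.94, 2 of 52 fell, 19 adjusted over the list alone, adjusted p = 2.27e-09). There the difference in tdTomato between crRNA 7 and 4 did not pass the threshold (log2 difference −0.17 ± 0.107, adjusted p = 0.536 in limma). Cholesterol synthesis genes were lower in the same 3 pairs, in 19 of 24 for Map2 (median −0.60, adjusted p = 5.9e-21), 10 of 24 for Mapt (−0.15, 1.85e-10) and 3 of 24 for Sik3 (−0.12, 2.24e-05). ATF4 targets were lower with Map2 crRNA 3 in 20 of 28 and higher in 1 (median −0.29, adjusted p = 5.51e-15), with Mapt crRNA 6 in 6 of 28 (−0.10, 3.31e-05) and, as a list, with Sik3 crRNA 8 (−0.06, 0.00254), where 1 gene was lower and 1 higher. Ribosome biogenesis genes were higher with Map2 crRNA 3 in 18 of 29 and lower in 1 (0.21, 3.03e-05), and higher with Mapt crRNA 6 in 8 of 29 (0.11, 2.55e-06). With Map2 crRNA 3, interferon-stimulated genes were higher in 9 of 23 (0.33, 0.00474) and sympathoadrenal genes in 7 of 10 (0.38, 0.00081). With Mapt crRNA 6, IEGs were higher in 7 of 38 (0.09, 0.0076), and G1/S genes in 2 of 24 with 1 lower (0.07, 0.0205). These calls, all that held with an estimated correlation, did so at adjusted p from 3.41e-07 to 0.0427.

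Targeted neuronal genes also moved under crRNAs against other genes. Mapt rose with Map2 crRNA 1 (log2 fold change 0.65, adjusted p = 3.98e-09 in limma), Sik3 crRNA 1 (0.44, 2.1e-06) and Map2 crRNA 3 (0.26, 0.00121), and fell with tdTomato crRNA 7 (−0.55, 0.0217). Map2 rose with Sik3 crRNA 1 (0.29, 0.00184), Mapt crRNA 4 (0.28, 0.00326), Sik3 crRNA 8 (0.24, 0.00795) and Mapt crRNA 6 (0.19, 0.0399).

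Apart from the targets, genes with a site of 5 or fewer mismatches to a spacer did not fall by 2-fold with any of the 10 crRNAs, and 2 of 150 searched genes that changed with tdTomato crRNA 7 held such a site. Among tested genes the closest was Tet2 with 2 mismatches to Sik3 crRNA 1 (log2 fold change 0.17, adjusted p = 0.242 in limma), while Pcdhb16, with 2 to Mapt crRNA 6, was not among the genes tested. Library series differed in the tdTomato line: the row Artactb was at 82.1 to 105 FPKM in 6 LDK libraries and listed at 0 in 3 LDM libraries, Actb at 509 to 610 against 1017 to 1410 FPKM, and Rn45s at 1063 to 2724 against 8484 to 20632 FPKM.

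Other splits of the libraries were counted for each number of changed genes. For the mean of the 7 crRNAs, 1 of 100 splits run, out of 2024 possible, gave as many genes, the real one. It gave 78 genes with the crRNA libraries as a single group, against 26 in the highest other. For the mean of the tdTomato crRNAs, 1 of 84 splits did (147 with both crRNAs as a single group, against 54 in the highest other). That highest other split followed the LDM series, so its fit held no series term, unlike the real one. With each crRNA as a group of its own the count was 164. These splits mix libraries of different groups, which widens the spread within each side, so they cannot exclude chance. Whole groups of 3 were therefore also set against the rest, which was chosen after seeing the data. NT gave 78 genes against 31 in the highest other of 8 groups, Map2 crRNA 1, and 147 against 3 in the highest other of 3 groups in the tdTomato line, and 8 or 3 groups are too few for a share under 0.05. With 3 against 3 libraries, 10 splits are too few for a share under 0.05, and only the real split reached its own count. The real and the highest other count were 104 and 0 for Sik3 crRNA 1, 126 and 1 for Sik3 crRNA 8, 173 and 0 for Map2 crRNA 1, 92 and 0 for Map2 crRNA 3, 79 and 0 for Mapt crRNA 4, and 99 and 0 for Mapt crRNA 6. They were 143 and 1 for Rbfox3 crRNA 3, 69 and 0 for Rbfox3 crRNA 5, 159 and 2 for tdTomato crRNA 4, 162 and 1 for tdTomato crRNA 7, and 130 and 1 for the NT sets. Between crRNAs they were 12 and 0 for Sik3, 114 and 1 for Map2, 16 and 0 for Mapt, and 3 and 2 for tdTomato.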
